A study of Mus musculus with 2 samples. Its data were reported in "DNGR-1-tracing marks an ependymal cell subset with damage-responsive neural stem cell potential" (2022).

How the data were processed

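Gene expression was measured by droplet-based single-cell RNA sequencing in 2 libraries of spinal cord cells from adult mice (10 to 12 weeks of age). The mice carried Cre recombinase at both copies of Clec9a, the gene for the receptor DNGR-1, and at both copies of the Rosa26 locus a tdTomato reporter behind a stop cassette flanked by loxP sites. Cre removes the stop cassette, so that a cell with present or past Clec9a expression, and its descendants, make the red protein tdTomato. Dissociated cells were sorted as live, CD45-negative and CD133-positive. CD133, or prominin 1, is the surface protein encoded by Prom1. The CD133+ DNGR-1 traced library held the tdTomato-positive cells of this sort and the CD133+ non-traced library held the tdTomato-negative cells. Each group was 1 library, with no replicates, so no test between the groups was possible, and cells were not used as replicates.

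The deposited values were counts of unique molecular identifiers (UMIs, tags that mark single captured RNA molecules) per gene and cell barcode, in 1 table per library. The authors made these counts with the Cell Ranger pipeline, which aligned reads with STAR to the mm10 mouse transcriptome with reporter sequences added, and passed on filtered cell barcodes without normalisation. The kit reads the 3′ ends of transcripts. The tables list 8 parts of the reporter construct as separate rows, among them WPRE-tdTomato, the row called tdTomato-WPRE below. Reads that fit more than 1 part, or genes with near-identical copies such as ribosomal and histone genes, may have been split or dropped at this step, so values of such rows are uncertain. A table lists only genes with a count, and a gene missing from 1 table was set at 0 there.

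The non-traced table held 25411 barcodes with 233318692 UMIs and the traced table had 4825 barcodes with 46530507 UMIs. Both barcode numbers equal the cell counts that the study gives. The study's filter, at least 50 detected genes and mitochondrial genes at most 10% of the detected genes, left all 25411 and all 4825 cells. If the 10% were a share of UMIs, 25299 and 4762 cells would be left. Doublets (droplets with more than 1 cell) were kept, since the study's methods name no doublet step. Scrublet (in scanpy 1.11.5, run per library with an expected share of 0.8% per 1000 cells) called 1300 of 25411 non-traced cells (5.12%, with 20.3% expected) and 1 of 4825 traced cells (0.0207%, with 3.86% expected). The calls fell far below these shares, in the traced library above all. The expected shares count all doublets, also those of 2 cells of 1 class. In the traced library the class sizes gave only 4.45 expected doublets of an ependymal and an endothelial cell. The shortfall is therefore no measure of how well the caller worked, and leaving out its calls was only an alternative.

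Following the study's design, both libraries were integrated in Seurat 5.3.0 (R 4.3.3) on 2000 features without tdTomato-WPRE, with 20 components, and clustered by the Louvain method at resolution 0.8, with a fixed seed and a single thread. This gave 21 clusters. Classes were named from marker genes fixed before the data were examined, 10 for the ependymal-like, 8 for the endothelial-like and 7 for the pericyte-like class, beside 8 further classes (11 in all). The integration placed cells of 1 library in clusters of the other whose markers they lacked, so each library's part of a cluster was named on its own. A part took the name of the class with the highest share of cells with a marker UMI. It stayed unnamed where fewer than 3 of the markers were found in 50% of its cells, where a further class had 70% of its markers in 50% of the cells (called mixed here), where another class led its top 10 genes by fold, or where its UMI count was low and no marker led. The naming by parts and these thresholds were set after the data had been seen. Stress or immune genes led some named clusters: Hspa1a and Hspa1b, Icam1, Vcam1, Cxcl1, Il1r1 and Ptgs2, Atf3, Fosb and Ier2, and Ifit3, Irf7 and Tgtp1 in endothelial-like parts, and Saa1 in the pericyte-like cluster. Since the classes were rebuilt, a difference from the study may come from their names.

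Shares of cells were computed on cells thinned at random to 1000 UMIs each. No cell in either library was shallower, so none was left out. Shares carry exact Clopper-Pearson intervals and summed counts exact Poisson intervals, at the 95% level, and a count of 0 is given with the share or level that 3 counts would give. These intervals and limits cover counting error only, not differences between animals, sorts or libraries. For levels, counts were summed over the ependymal-like cells of each library and expressed as CPM, counts scaled to the same total in both libraries, and differences were taken as log2(CPM + 1), traced minus non-traced. The pseudocount of 1 shrinks differences of genes with low counts. Folds against a count of 0 were computed against a floor of 3 counts in the sum of that library. They leave out the counting error of the other library.

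The genes named were fixed by a rule before the data were examined: the 10 with the largest difference in each direction among genes of at least 50 CPM in either library, leaving out the class markers, and a fixed panel named whatever its values. Lists of 30 endothelial, 16 pericyte, 94 cell cycle and 35 cilia genes, which hold none of the class markers, were fixed at the same time. Each list's median difference was set among 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression. The percentile describes these 2 libraries and is not a test. Intervals of the medians came from 1000 Poisson resamples. For the closing tests, lists of 10 erythroid, 6 granulocyte and 6 B cell precursor genes, 8 general leukocyte genes, 8 floor plate genes and 4 Y-linked genes found in the tables were used, written before those tests were run. The steps from summed counts to differences and percentiles were tested on simulated data, for the traced against non-traced ependymal-like sums over 24071 genes. The 200 changed genes were drawn from the 3641 with at least 50 CPM. Counts were drawn as Poisson, as the intervals assume. All 200 signs were recovered, 199 differences lay within 0.25 of the known value on the log2 scale, and 93.5% of the intervals held it. A list of 30 raised genes stood at percentile 100 and one of unchanged genes at percentile 90.4. The endothelial, pericyte and cell cycle lists had median levels under 50 CPM in both libraries, a range that this simulation did not cover.

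The ependymal-like class was clustered again (20 components, resolution 0.3) on the integrated values without the endothelial, pericyte and cell cycle list genes, which left 1891 features. Alternatives were another filter on cells (500 genes, mitochondrial UMIs at most 5%), called doublets left out, no integration, resolution 0.3, no thinning, thinning to 2000 UMIs, thresholds of 2 UMIs or 3 markers per cell, a pseudocount of 10, list genes of at least 20 CPM, the mean of the cells' own CPM, and cells with 2 endothelial markers left out. After the data had been seen, the naming of whole clusters over both libraries and, for sub-clusters, no integration with all genes higher in endothelial-like than in traced ependymal-like cells left out (1118 features) were added. Values of 1 other gene that led a sub-cluster are not reported here. Coordinates and transcript lengths come from the GENCODE annotation of GRCm38, the assembly behind mm10. Other tools were SeuratObject 5.2.0, Matrix 1.6.5, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.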

Results

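The data were 2 single-cell libraries of CD45-negative CD133-positive cells from mouse spinal cord, sorted on the DNGR-1 lineage reporter tdTomato. DNGR-1, the product of Clec9a (ENSMUSG00000046080.17, GRCm38 chromosome 6, positions 129408862 to 129424763), is a receptor of dendritic cells, and the study asked whether its tracing marks a distinct population of ependymal cells, the ciliated cells that line the central canal. The CD133+ non-traced library held 25411 cells with a median of 7218 UMIs (range 1011 to 70509) and a median of 2837 detected genes. The CD133+ DNGR-1 traced library held 4825 cells with a median of 8566 UMIs (range 1013 to 41258) and a median of 3401 detected genes. Each group was a single library. None of the differences given here has a replicate check, and all describe these 2 libraries rather than the conditions.

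The first question was which cells the CD133 sort had captured in each fraction. In the traced library 4758 of 4825 cells were ependymal-like (98.6%, interval 98.2 to 98.9). In the non-traced library 1160 of 25411 cells were ependymal-like (4.56%, interval 4.31 to 4.83), and 21185 were endothelial-like (83.4%, interval 82.9 to 83.8). The endothelial-like class held 59 of 4825 traced cells (1.22%, interval 0.932 to 1.57). Pericyte-like cells numbered 162 of 25411 in the non-traced library (0.638%, interval 0.543 to 0.743) and 0 of 4825 in the traced library, which allows a share of up to 0.0622%. The alternative that moved the traced ependymal-like share most was clustering with no integration, which gave 97.4%. The non-traced ependymal-like share was 1.53% under the stricter filter on cells and 8.61% when whole clusters were named over both libraries together, a choice made after the data were seen. The pericyte-like share was 8.75% by whole clusters and 0% with no integration, so its size depended on how clusters were named.

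The naming thresholds left 2904 of 25411 non-traced cells (11.4%, interval 11.04 to 11.83) and 8 of 4825 traced cells (0.166%, interval 0.0716 to 0.326) without a class. The largest unnamed group, 1702 non-traced and 5 traced cells, carried endothelial and pericyte markers together. A further 727 non-traced cells (2.86%, interval 2.66 to 3.07) carried endothelial and ependymal markers together, with a median of 13875 UMIs against 7056.5 in non-traced ependymal-like and 6915 in endothelial-like cells. No traced cell fell in this group, which allows a share of up to 0.0622%. With no integration 5 traced cells fell in the cluster with these markers, so the count of 0 depended on the clustering.

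**Figure D1:**
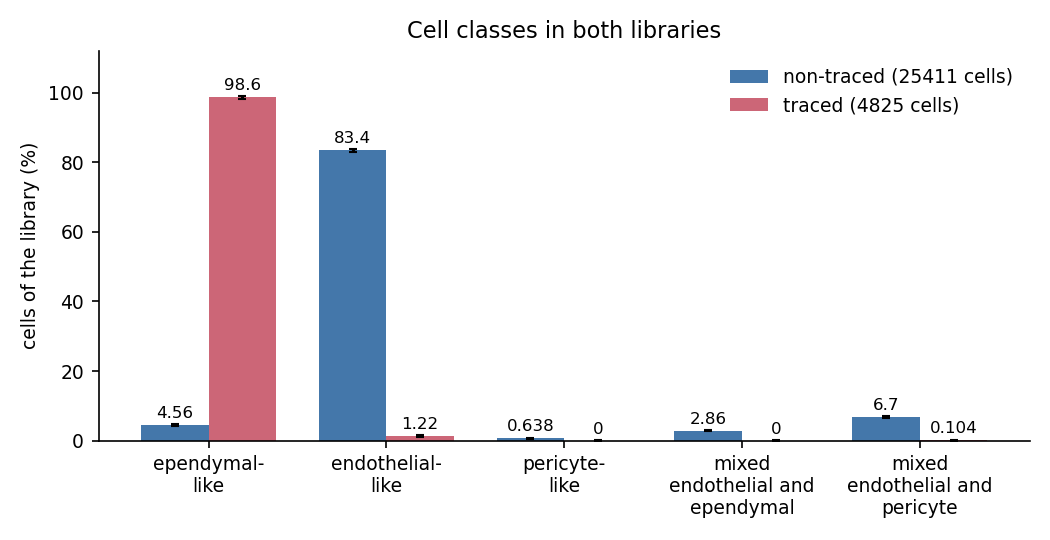
Share of each library's cells (%, y axis) in 5 classes (x axis) for the non-traced (blue, 25411 cells) and traced (red, 4825 cells) libraries, with exact binomial intervals as error bars. Ependymal-like cells were 4.56% of the non-traced and 98.6% of the traced library, and endothelial-like cells 83.4% and 1.22%.

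The next comparison was the traced fraction of the ependymal compartment, which depends on how many cells of each sort were loaded. Traced cells were 4758 of the 5918 ependymal-like cells (80.4%, interval 79.4 to 81.4), against 16.0% of all 30236 cells. By whole clusters they were 4746 of 6935 cells (68.4%, interval 67.3 to 69.5). These shares have other denominators than the share the study gives for its own ependymal group.

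The reporter was compared next, as a check of the labels. After thinning to 1000 UMIs, 1351 of 4758 traced ependymal-like cells had a tdTomato-WPRE UMI (28.4%, interval 27.1 to 29.7) and 89 of 1160 non-traced ependymal-like cells did (7.67%, interval 6.21 to 9.36). In endothelial-like cells of the non-traced sort, taken as background, the share was 6.12% (1297 of 21185, interval 5.80 to 6.45) at a median depth of 6915 UMIs, against 7056.5 in non-traced and 8563 in traced ependymal-like cells. The intervals of the non-traced ependymal-like share and of this background overlapped. Thinning moved these shares most: without it they were 88.5% in traced, 41.1% in non-traced ependymal-like and 38.9% in non-traced endothelial-like cells. Summed over ependymal-like cells, tdTomato-WPRE was at 317 CPM in the traced library (14534 UMIs, interval 312 to 322) and at 73.1 CPM in the non-traced library (631 UMIs, interval 67.5 to 79.0). Non-traced endothelial-like cells had 65.2 CPM (interval 64.0 to 66.4), slightly below the non-traced ependymal-like level. The 59 traced endothelial-like cells carried the reporter as well, with a UMI in 11 of them at 1000 UMIs (18.6%, interval 9.69 to 30.9) and 346 CPM (interval 301 to 396), so only the level in the non-traced sort was used as background. Clec9a itself had 30 UMIs in traced ependymal-like cells (0.655 CPM, interval 0.442 to 0.935) and 0 in non-traced ones, which allows up to 0.348 CPM. Against that floor it was 1.88-fold higher in the traced cells. This is no lower bound, since the exact interval of the non-traced count reached 0.427 CPM. The study treats mice of this genotype as Clec9a-deficient, so what these UMIs stem from stayed open. At 1000 UMIs per cell the Clec9a share was 0.0841% in traced (4 of 4758), 0% in non-traced (0 of 1160, which allows up to 0.259%) and 0.00472% in non-traced endothelial-like cells. No difference in that share was detectable at this depth.

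The study described vascular transcripts in the non-traced part of its ependymal group. At 1000 UMIs, 26 of 1160 non-traced ependymal-like cells had UMIs of at least 2 of the markers Cldn5, Flt1, Pecam1 and Ly6c1 (2.24%, interval 1.47 to 3.27), against 4 of 4758 traced ones (0.0841%, interval 0.0229 to 0.215). Without thinning the shares were 42.0% and 0.105%. The traced ependymal-like cells, at a median of 8563 UMIs, come from a library with few endothelial-like cells and do not show the level of free endothelial RNA in the non-traced one. In non-traced pericyte-like cells, a type of the same library that should lack these genes, 48 of 162 cells had 2 of the markers at 1000 UMIs (29.6%, interval 22.7 to 37.3) at a median of 4047 UMIs. These cells also held a median of 17.6% of the endothelial-like CPM over the endothelial list, against 2.23% in non-traced ependymal-like cells. Their median share of UMIs from endothelial genes was closer, at 0.577% against 0.258%. Whether they measure a background common to all cells stayed open. The level of free endothelial RNA in this library was therefore not measured, and neither the 2.24% nor the differences below separate it from expression by ependymal cells. By whole clusters the non-traced share at 1000 UMIs was 43.9%. In the sums, the 30 genes of the endothelial list were lower in traced ependymal-like cells by a median log2 difference of -2.69 (interval -2.82 to -2.53), with 29 of them lower. This median stood at percentile 0 of 10000 matched random lists, whose middle 95% ran from -0.20 to 0.11. It moved most by whole clusters, to -6.64. The median CPM of the list was 1.19 in traced and 19.2 in non-traced ependymal-like cells, and 17 of its genes reached 1 CPM in the traced cells. Such traced levels may rest on few cells, as for the single markers below. The 16 genes of the pericyte list had a median difference of -0.86 (interval -1.09 to -0.67, percentile 0), with 13 lower and 1 higher, and -1.09 over 14 genes when those at 0 were set at the floor. In the traced cells 6 of its genes reached 1 CPM.

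Single markers went the same way. Flt1 (ENSMUSG00000029648.13, GRCm38 chromosome 5, positions 147561604 to 147726011, minus strand) was at 62.7 CPM in non-traced and 3.97 CPM in traced ependymal-like cells, a difference of -3.68. The 182 traced UMIs came from few cells. Without thinning, 0.189% of traced and 36.1% of non-traced ependymal-like cells had a Flt1 UMI. For Cldn5 these shares were 0.378% and 47.8%, and for Ly6c1 0.294% and 44.2%. The traced CPM of these genes therefore do not describe the class as a whole. Cldn5 differed by -3.90, Ly6c1 by -3.95, Pecam1 by -2.38, Vtn by -3.47 and Pdgfrb by -1.50, the last on 6 traced and 19 non-traced UMIs. The sizes depended on the naming: with no integration Flt1 differed by -6.56, Cldn5 by -7.23, Ly6c1 by -6.84 and Pdgfrb by -0.64, and by whole clusters by -8.69, -9.63, -9.04 and -3.84. Kcnj8 had 14 UMIs in non-traced cells and 0 in traced ones, 24.8-fold lower in the latter against the floor of 3 counts. The counting error of the 14 UMIs is left out of this fold. In non-traced endothelial-like cells Cldn5 was at 7664 CPM and Flt1 at 3936 CPM, far above the 98.6 CPM and 62.7 CPM in non-traced ependymal-like cells. Vtn, in contrast, was at 42.7 CPM in endothelial-like cells and at 75.1 CPM in non-traced ependymal-like cells.

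The study described a cell division signature in traced cells. A UMI of Mki67, Top2a or Pbk was present at 1000 UMIs in 50 of 4758 traced (1.05%, interval 0.781 to 1.38) and 9 of 1160 non-traced ependymal-like cells (0.776%, interval 0.355 to 1.47), a difference not detectable at this depth. In non-traced endothelial-like cells the share was 0.0850% (18 of 21185, interval 0.0504 to 0.134), at the median depths given above. Without thinning the shares were 4.35%, 2.76% and 0.349%. The 94 genes of the cell cycle list, 3 of which are those the study named from these libraries, had a median difference of 0.45 (interval 0.38 to 0.51, percentile 100), with 83 higher in traced cells, and 0.43 with genes at 0 set at the floor. With no integration the median was 0.076 (interval 0.02 to 0.14). In the sums Mki67 (ENSMUSG00000031004.8, GRCm38 chromosome 7, positions 135689784 to 135716361, minus strand) differed by 1.77, on 544 traced and 24 non-traced UMIs, but by -0.39 with no integration and by -0.32 by whole clusters. Top2a differed by 1.39 (-0.19 with no integration, -0.16 by whole clusters) and Pbk by 1.25 (-0.47 with no integration). The direction of these 3 genes therefore depended on which non-traced cells were counted as ependymal-like.

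**Figure D2:**
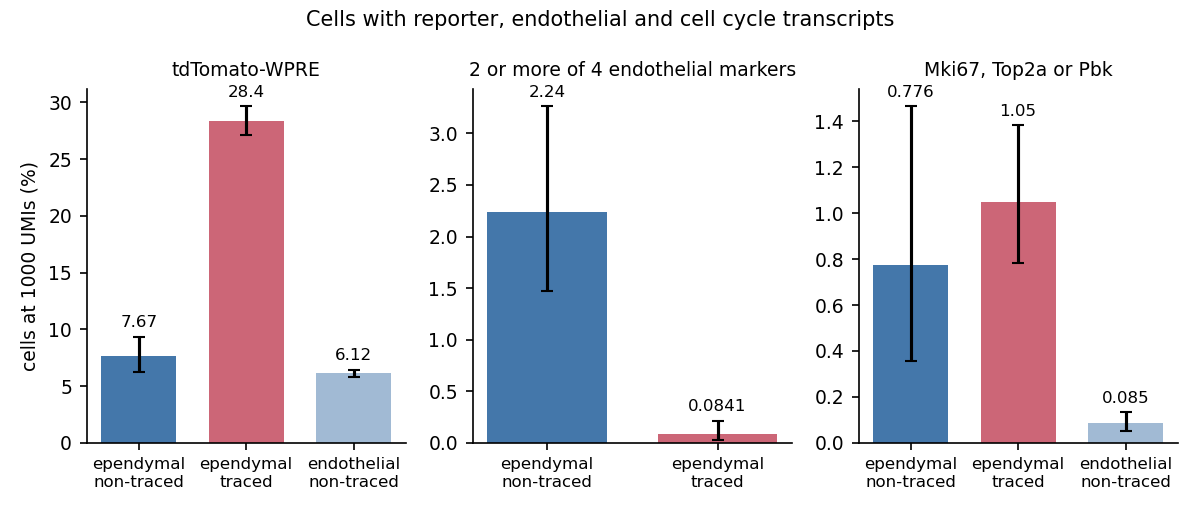
Share of cells (%, y axis) thinned to 1000 UMIs with a tdTomato-WPRE UMI, with UMIs of at least 2 of 4 endothelial markers, and with a UMI of Mki67, Top2a or Pbk, in non-traced (blue) and traced (red) ependymal-like cells and, in pale blue, non-traced endothelial-like cells, with exact binomial intervals. The tdTomato-WPRE share was 28.4% in traced and 7.67% in non-traced ependymal-like cells, while the intervals of the cell cycle shares overlapped.

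Transcripts of motile cilia were compared as a measure of ependymal identity. The 35 genes of the cilia list were higher in traced cells by a median of 0.35 (interval 0.32 to 0.39, percentile 100), with 29 higher and 6 lower, and all 35 reached 1 CPM in traced ependymal-like cells. It was 1.01 by whole clusters. Of the panel, Dnah12 differed by 0.74 and Kif9 by 0.09. Sox2 differed by -0.06, Sox9 by -0.49 and Mt3 by -0.10, but by whole clusters these were 0.51, 0.0095 and 0.60. Vim differed by 0.19, Notch2 by -0.45, Hes1 by -0.68 and Tnfrsf19 by 0.20, the last reversed to -0.93 by whole clusters. Nes differed by -1.15, at 8.27 CPM in traced and 19.6 CPM in non-traced ependymal-like cells, with 297 CPM in non-traced endothelial-like cells. The glial genes were low in both, Gfap at 11.1 CPM in traced and 15.5 CPM in non-traced cells, Mbp at 2.84 and 4.52 CPM, and Aldh1l1 at 0.764 and 1.04 CPM. Prom1, the gene of the sorting marker (ENSMUSG00000029086.15, GRCm38 chromosome 5, positions 43993620 to 44102032, minus strand), was at 10.2 CPM in traced (466 UMIs, interval 9.27 to 11.1) and 25.8 CPM in non-traced ependymal-like cells (223 UMIs, interval 22.6 to 29.5), a difference of -1.26, while endothelial-like non-traced cells had 335 CPM. Xist differed by -0.56 and the Y-linked Ddx3y by 0.15, the latter reversed to -0.089 by whole clusters.

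**Figure D3:**
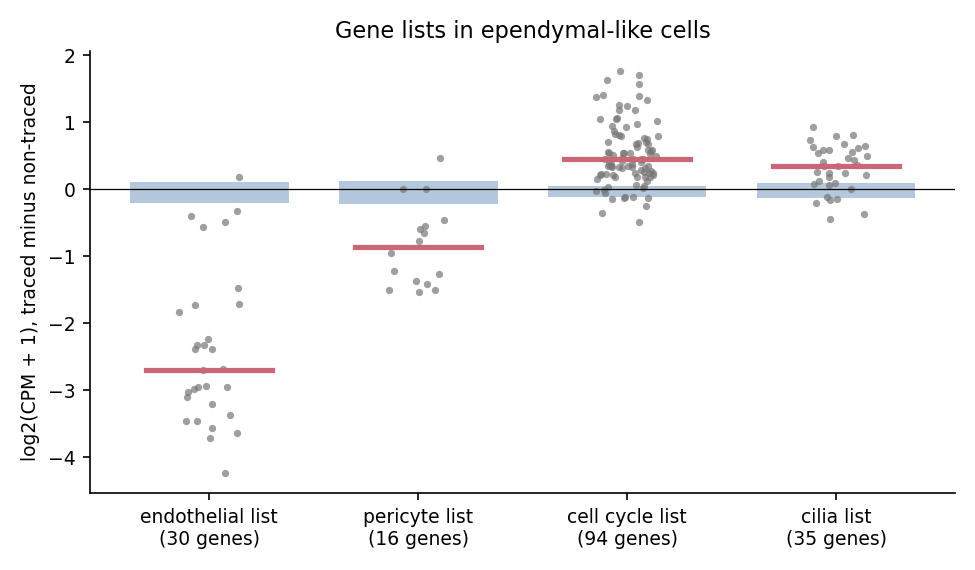
Difference in log2(CPM + 1), traced minus non-traced (y axis), between summed ependymal-like cells for each gene (grey points) of 4 lists (x axis), with the list median as a red line and the middle 95% of 10000 matched random list medians as a blue band. The medians were -2.69, -0.86, 0.45 and 0.35.

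Among genes of at least 50 CPM in either library, the 10 with the largest rise in traced ependymal-like cells were led by tdTomato-WPRE, with a difference of 2.10, and the bGH poly(A) signal of the reporter, with 2.03. They were followed by Clec1b (1.84, from 16.2 to 60.6 CPM), Hist1h1e (1.74), Mir6236 (1.47), Spata18 (1.45), Gm42418 (1.35), Wdr49 (1.35), Ttll8 (1.34) and Ccdc171 (1.27). Gm42418 made up 33420 CPM in traced and 13102 CPM in non-traced cells (1530874 and 113110 UMIs). The counts of Gm42418, Mir6236 and Hist1h1e are uncertain where near-identical copies share reads. The 10 with the largest fall were Id3 (-3.45), Igfbp7 (-3.06), Ucma (-2.99), Spock2 (-2.70), mt-Nd3 (-1.69), Apoe (-1.54), Gpr37l1 (-1.47), the SV40 poly(A) signal of the stop cassette (-1.43), Sdpr (-1.29) and Kbtbd11 (-1.16). For 5 of these 10 the CPM was higher in non-traced endothelial-like than in non-traced ependymal-like cells, as for 1 of the 10 that rose. Id3, for example, was at 2246 CPM in endothelial-like, 54.0 CPM in non-traced ependymal-like and 4.02 CPM in traced ependymal-like cells. Ucma (ENSMUSG00000026668.10, GRCm38 chromosome 2, positions 4976122 to 4985748), in contrast, was at 133 CPM in non-traced ependymal-like, 15.9 CPM in traced ependymal-like and 0.118 CPM in endothelial-like cells.

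To ask whether traced and non-traced cells fall in the same ependymal sub-populations, the class was clustered again without the endothelial, pericyte and cell cycle list genes. The integrated values gave 10 sub-clusters, 9 of them with at least 50 cells, against a traced share of 80.4% in the whole class. The lowest traced share was 0 of 781 cells, which allows up to 0.384%, in a sub-cluster led by the endothelial genes Ly6c1, Ly6a, Flt1 and Cldn5, and another sub-cluster, led by Ucma, held 0 traced of 364 cells, which allows up to 0.824%. In all, 7 sub-clusters of at least 50 cells held cells of 1 library only. With no integration 8 sub-clusters were found, 6 with at least 50 cells, and none of these 6 held 1 library only. The lowest traced share was then 10.3% (71 of 691 cells, interval 8.11 to 12.8), again in a sub-cluster led by Ly6c1, Ly6a and Flt1, and the sub-cluster led by Ucma was 35.0% traced (196 of 560 cells, interval 31.0 to 39.1). A sub-cluster led by Mki67 and Pbk was 86.3% traced (69 of 80 cells, interval 76.7 to 92.9), against 79.9% of that class, a difference within counting error, whereas its counterpart in the integrated values was all traced (74 of 74 cells, interval 95.1 to 100). The alternative that moved the lowest traced share most left out all genes with higher CPM in endothelial-like cells as well, and gave 15.1% (103 of 681 cells, interval 12.5 to 18.0), still in a sub-cluster led by Ly6c1 and Cldn5. Stress genes (Atf3, Socs3, Fos, Egr1 and Junb) led the largest integrated sub-cluster, all of whose 1533 cells were traced. Sub-clusters mostly of 1 library may be that library rather than a cell type.

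**Figure D4:**
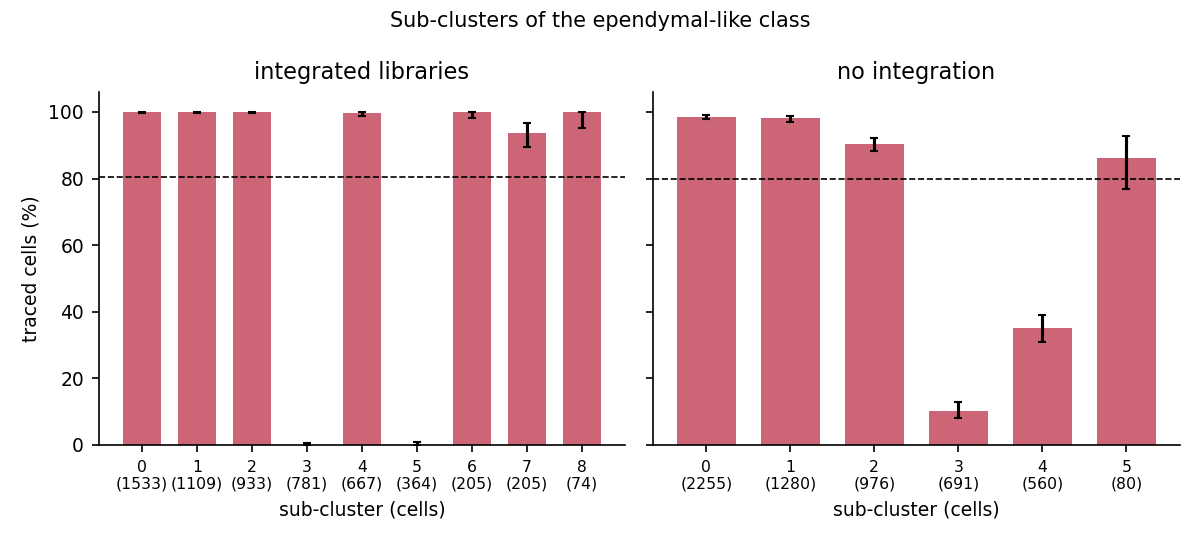
Traced cells (%, y axis) in each sub-cluster of at least 50 ependymal-like cells (x axis, cell numbers in brackets), with integrated libraries (left) and with no integration (right), with exact binomial intervals and the share in the whole class as a dashed line. The lowest share was 0% with integration and 10.3% without it.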

Values the study reported

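The study reported 25,411 non-traced and 4,825 DNGR-1 traced CD133-positive cells, 30,236 in all, which it sorted into 3 groups. By its count, 97.9% of the traced cells (4,723 of 4,825) fell in the ependymal group, and they made up 67.9% of that group (4,723 of 6,951 cells). On clustering this group again it described 5 clusters, after removing 135 cells without ependymal markers, 7 of them traced.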

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

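Every test in this part was fixed before its result was seen. Beside the tdTomato-WPRE row used in the report, the tables list 7 further parts of the reporter construct that no comparison was built on, and each had counts in traced ependymal-like cells above the level that 3 counts would give (0.0655 CPM). The bGH poly(A) signal stood at 912.7 CPM, the SV40 poly(A) signal at 290.3 CPM, the chimeric intron at 131 CPM, the neomycin and kanamycin resistance gene at 13.99 CPM, the PGK poly(A) signal at 9.28 CPM, the right arm of Rosa26 at 1.31 CPM and the PGK promoter at 0.131 CPM (6 UMIs). In non-traced ependymal-like cells the same parts were at 223, 785, 216, 14.8, 8.69, 0.695 and 0.232 CPM, the last on 2 UMIs and under the 0.348 CPM that 3 counts would give there. Only the bGH poly(A) signal, which ends the tdTomato transcript, was clearly higher in the traced library. The SV40 poly(A) signal and the chimeric intron were lower in it, and the intervals of the other 4 parts overlapped between the libraries.

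The SV40 poly(A) signal belongs to the stop cassette that Cre removes, so its counts in traced cells were unexpected for a fully recombined reporter. After thinning, 19.6% of traced ependymal-like cells (interval 18.4 to 20.7) had a UMI of it, against 53.5% of non-traced ependymal-like cells (interval 50.6 to 56.4) and 78.6% of non-traced endothelial-like cells. Without thinning the shares were 55.8%, 96.8% and 99.5%. Free RNA in the suspension would give traced cells with and without this signal the same reporter level, which was not seen. Among traced ependymal-like cells of 6000 to 12000 UMIs, the 1095 cells with at least 3 UMIs of the signal had 1077 CPM of tdTomato-WPRE and bGH together, against 1653 CPM in the 1696 cells with none, a ratio of 0.652 at like depth (medians of 8573 and 8188.5 UMIs). The level of the signal in traced over non-traced ependymal-like cells was 0.370, high for free RNA in a library where 59 of 4825 cells were endothelial-like and most others traced ependymal-like. These 59 cells had 1474 CPM of the signal beside 346 CPM of tdTomato-WPRE and 918 CPM of bGH, the last 2 as high as in traced ependymal-like cells. In them Mt3 was at 1521, Sox2 at 105, Dnah12 at 62.3 and Kif9 at 19.7 CPM. Traced ependymal-like cells had 13357, 919, 559 and 168 CPM of these genes. Traced ependymal cells in the same droplet, or their free RNA, would have brought these transcripts along with the reporter. The values therefore argue against both as the main source of the reporter in these 59 cells. Whether these cells had recombined 1 allele was not tested. A candidate explanation is that some traced cells kept the cassette on 1 of their 2 reporter alleles. For the traced ependymal-like cells, droplets that also held a non-traced cell were not tested. Reads that fit the cassette and another sequence were not tested either, nor was any biological explanation for incomplete recombination.

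Reporter counts in non-traced cells were also weighed. The thinned tdTomato-WPRE share of non-traced ependymal-like cells over that of endothelial-like cells was 1.25, with overlapping intervals, so the counts were nearly alike in both types. This is consistent with free reporter RNA, or reads running past the stop cassette, in cells of every type, and these sources were not separated. A small part of recombined cells among the non-traced ependymal-like cells stays open. In the sums they had 73.1 CPM of tdTomato-WPRE and 223 CPM of bGH, above the 65.2 and 182 CPM of endothelial-like cells by more than the counting intervals.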

How the results depend on the processing

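Naming whole clusters over both libraries, and leaving out all genes higher in endothelial-like cells before the second clustering, were chosen after the data had been seen, and the other alternatives before. Over the 16 results that answer a comparison, 41 of the recomputed values stayed within the counting interval of the value in the report and 51 left it. No list median changed sign, while the shares have no sign that could change. The order of the cell cycle shares did change with no integration. They were then 1.04% in traced and 1.10% in non-traced ependymal-like cells, against 1.05% and 0.776% in the report. Over the 47 differences of named genes, 171 values stayed within the interval, 101 left it and 10 changed sign. No paired analysis was possible because each group held 1 library.

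Under the stricter filter on cells the ependymal-like share was 98.2% of the traced and 1.53% of the non-traced library, the endothelial-like share of the latter 86.7%, and the traced share of the ependymal-like class 92.0%. The filter removed unequal parts of the class: it left 332 of 1160 non-traced (28.6%) and 3790 of 4758 traced ependymal-like cells (79.7%), whose median shares of mitochondrial UMIs were 5.81% and 3.99%. With called doublets left out the traced ependymal-like share was 97.8%, the non-traced endothelial-like share 84.8% and the pericyte-like share 0%. At resolution 0.3 the pericyte-like share was 0%. In both settings a cluster of 279 cells with 7 pericyte markers stayed unnamed by rule, because 3 smooth muscle markers and no pericyte marker were among its 10 leading genes. With doublets left out, 44 traced cells with ependymal markers (a median of 1522.5 UMIs) were also left unnamed by the rule on low UMI counts, which lowered the traced ependymal-like share by construction. The cause of the move of the endothelial-like share was not tested.

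With no integration the traced ependymal-like share was 97.4%, the non-traced endothelial-like share 81.5% and the pericyte-like share 0%. The share of ependymal-like cells with 2 endothelial markers was 0% in the traced and 3.46% in the non-traced library, and the lowest traced share of a sub-cluster was 10.3% (15.1% without genes higher in endothelial-like cells). The list medians were -3.41 for the endothelial, -0.48 for the pericyte and 0.076 for the cell cycle list, and Mki67 (-0.39), Top2a (-0.19) and Pbk (-0.47) reversed. Without 116 non-traced cells with at least 5 endothelial markers the list median with no integration was 0.41 (interval 0.36 to 0.51). Holding such cells is not by itself the cause, since the class in the report held 92 of them and its median was 0.43 without these. Of 145 non-traced Mki67 UMIs, 69 came from 1 cell of 24389 UMIs and 32 from 1 of 23853 UMIs, both with endothelial and ependymal markers. The naming moved as well: the integrated cluster led by cell cycle genes was named ependymal-like for its 38 traced and endothelial-like for its 14 non-traced cells, while with no integration the cluster led by Mki67 was named ependymal-like for 58 traced and 11 non-traced cells. The cell cycle values thus depend on how these few non-traced cells are named. For the other values the cause was not tested.

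By whole clusters the ependymal-like share was 8.61%, the endothelial-like 93.1% and the pericyte-like 8.75% of the non-traced library, and the traced share of the ependymal-like class 68.4%. The share with 2 endothelial markers was 0.0211% in traced and 43.9% in non-traced cells, and the list medians were -6.64 (endothelial), -2.09 (pericyte), 0.076 (cell cycle) and 1.01 (cilia). Sox2 (0.51), Sox9 (0.0095), Mt3 (0.60), Tnfrsf19 (-0.93), Mki67 (-0.32), Top2a (-0.16) and Ddx3y (-0.089) reversed. By construction these classes take in the mixed cells that were left unnamed in the report.

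Shares moved with depth and threshold by construction. Without thinning the tdTomato-WPRE shares were 88.5% and 41.1% in traced and non-traced ependymal-like cells, the cell cycle shares 4.35% and 2.76%, and the non-traced share with 2 endothelial markers 42.0%. At 2000 UMIs the tdTomato-WPRE shares were 46.1% and 12.2%, the traced cell cycle share 1.55% and the non-traced endothelial share 6.78%. At 2 UMIs per cell the tdTomato-WPRE shares were 4.90% and 0.603% and the cell cycle shares 0.294% and 0.0862%, and at 3 markers the non-traced endothelial share was 0.431%. For the lists, a pseudocount of 10, which shrinks low genes, gave -0.97 (endothelial), -0.19 (pericyte) and 0.18 (cell cycle). Genes of at least 20 CPM alone gave -2.98, -0.65 and 0.32 in the same order. Leaving out cells with 2 endothelial markers gave -2.91 and -0.56 for the endothelial and pericyte lists, and the mean of the cells' own CPM gave 0.34 for the cell cycle list. For the last 2 settings the cause was not tested. Depth limited the cell cycle shares, which rested on 9 non-traced and 50 traced cells, and the pericyte genes, most of them under 3 CPM.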

Other observations

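In this part the tests of free endothelial RNA in mixed and in ependymal-like cells, of the number of cells with both marker sets, of mixed cells with transcripts of 1 sex, of integration as the source of 3 patterns and of endothelial cells placed among traced ones were chosen only after the result was seen. Clustering the ependymal-like class again gave 10 sub-clusters here. That is more than the number quoted from the study above.

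The 727 non-traced cells with ependymal and endothelial markers together were weighed first, since such cells bear on the hybrid type that the study described. Both libraries held cells with Xist and cells with Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d or Uty, of which 4 of 4 reached 1 CPM in traced ependymal-like cells), so cells of both sexes had been pooled. Of the mixed cells 33.6% (interval 30.1 to 37.1) had both, close to the 35.4% in random pairs of an ependymal-like and an endothelial-like cell. Pairs of the same sex, with pairs that lacked a sex call kept as they were, had both in 9.41%, non-traced ependymal-like cells in 1.90% and endothelial-like cells in 7.77%. Cells of 1 animal that stayed attached would have given the same-sex level and were argued against as the main source, as were single cells, which could make up at most 20.3% of the mixed cells within the interval. The mixed profile was a weighted sum of both classes (weights of 0.394 ependymal-like and 0.533 endothelial-like). Of 3800 genes, 2 were at least 2-fold above both classes and 7 over 2-fold off the fit. How many such genes 1 cell type with both programmes would have was not tested, so this fit alone decides nothing. Free endothelial RNA was weighed too: endothelial genes made up a median of 2.95% of the UMIs of mixed cells, against 0.258% in non-traced ependymal-like and 5.76% in endothelial-like cells. The mixed cells were named by endothelial class markers, which were among the 38 genes counted. A higher share than in ependymal-like cells was thus partly fixed by the naming, so this comparison alone does not exclude free RNA. The median of 13875 UMIs in mixed cells was near the sum of both class medians, 13971.5. These values are consistent with droplets that caught an ependymal and an endothelial cell by chance.

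Within the mixed cells, the 483 with transcripts of 1 sex or none had a median of 12951 UMIs, again near the sum of both classes, as droplets with cells of like sex would have. This was 1.84 times the median of ependymal-like cells. Whether a minor part of them was 1 cell type with both programmes cannot be told apart from such droplets, since a large cell type would have a high total as well. The number of cells with most markers of both classes was 732 in the non-traced library, against 422 expected from the class sizes and the usual doublet rate, a ratio of 1.74, and 5 against 4.45 in the traced library. A chance origin of all of them cannot be told apart from an added source, because the doublet rate of the run was not measured and clumped cells raise it.

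The endothelial transcripts in non-traced ependymal-like cells were weighed against free endothelial RNA. Non-traced pericyte-like cells had 2 endothelial markers at 1000 UMIs in 29.6% (interval 22.7 to 37.3), far more often than the ependymal-like cells of that library, and a median of 17.6% of the endothelial-like CPM over the list, against 2.23%. The median share of UMIs from endothelial genes differed less, at 0.577% in pericyte-like and 0.258% in ependymal-like cells of that library. Endothelial cells in the same droplet would raise the values of pericyte-like cells, so these values neither show nor exclude a background common to all cells. This class is therefore no clear measure of free RNA. Free endothelial RNA cannot be told apart from expression by the ependymal cells themselves.

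The integration was weighed as a source of the clusters found. In 6 clusters made mostly of traced ependymal-like cells there were 420 non-traced cells, of which 87.1% had at least 5 endothelial markers and 27.6% at least 5 ependymal markers. With no integration 195 of them (46.4%) fell in endothelial-like clusters, 91 (21.7%) in clusters with endothelial and ependymal markers together, 83 (19.8%) in clusters with astrocyte and endothelial markers together and only 23 (5.48%) in ependymal-like clusters. Endothelial cells that the integration had placed among traced ependymal cells were argued against as the source of all 420, since the 27.6% with at least 5 ependymal markers (interval 23.4 to 32.2) stood against 0.0330% of non-traced endothelial-like cells. Which source the other cells had was not tested. The integrated ependymal-like cluster that was nearly all non-traced (786 non-traced cells) lost its separate state with no integration, where 671 of these cells (85.4%) shared the cluster that held most traced cells, so its full separation may be an effect of the integration. Endothelial RNA in the values clustered was argued against as the whole source of the split: with genes higher in endothelial-like cells left out, 1 sub-cluster still held 578 of the 804 non-traced cells outside the Ucma sub-cluster (71.9%), beside 103 traced cells. A true difference between traced and non-traced ependymal cells and a difference between the libraries both stay open, as no replicate separates them.

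The sub-cluster led by Ucma had a low traced share, and integration was argued against as its source, since the share was 35.0% with no integration, still far under that of the class (79.9%). A ventral midline (floor plate) identity was tested with a list of 8 genes, 6 of which reached 1 CPM in traced ependymal-like cells and 1 of which, Sulf1, was among the leading genes of the sub-cluster. The median ratio of CPM + 1 in the sub-cluster to the other ependymal-like cells was 2.60 in the non-traced and 3.79 in the traced library, with 5 and 6 genes at least 2-fold higher. Ntn1 was at 71.9 against 17.2 CPM and Slit2 at 44.4 against 1.23 CPM in non-traced cells, while Spon1 was not higher there. One hypothesis is that midline ependymal cells are traced less often than others; how many such cells were lost in either sort was not tested.

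The cell cycle transcripts of traced ependymal-like cells were weighed against blood cell precursors in the same droplets. In the traced library 38 of 4758 ependymal-like cells (0.799%, interval 0.566 to 1.09) and in the non-traced library 4 of 1160 (0.345%, interval 0.0940 to 0.881) had UMIs of 2 of the genes Mki67, Top2a and Pbk, without thinning and with overlapping intervals. With no integration these were 39 of 4701 (0.830%, interval 0.591 to 1.13) and 8 of 1185 (0.675%, interval 0.292 to 1.33), which nearly closed the gap. Of all 19 non-traced cells with 2 of these genes only 4 were counted as ependymal-like in the integrated clusters, against 38 of 39 traced ones. Of the 38 traced cells 0 had 2 genes of the granulocyte precursor list, 0 of the erythroid list, 0 of the B cell precursor list and 0 of the general leukocyte list, of which 1, 1, 2 and 0 genes reached 1 CPM in the class. These cells held a median of 100% of the ependymal markers. The list median of 0.45 fell to 0.16 (interval 0.09 to 0.21) without the 38 and 4 cells, so a few cells carried most of it but not all. Transcript length was argued against as its whole source, as the median was 0.36 once that of genes of like length was taken off, with 85 of its 94 genes at 1 CPM or more. With no integration the list median was 0.076, and 0.41 when 116 non-traced cells with at least 5 endothelial markers were left out, which kept 24 of 145 non-traced Mki67 UMIs. Integration, with the naming that follows it, therefore cannot be told apart from a difference between the libraries, because it stays open whether the cycling cells left out were ependymal cells or droplets with an endothelial cell. A small number of dividing ependymal cells is consistent with the values of both libraries, and whether they were more frequent among traced cells was not shown.

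Transcript length was weighed as a source of differences between the libraries. Among genes of at least 50 CPM with a higher CPM in traced ependymal-like than in non-traced endothelial-like cells, 2607 (97.7%) had a transcript length. Across these the log2 difference rose with length in ependymal-like cells (Spearman rho of 0.251), as it did across 2529 genes with the reverse preference in endothelial-like cells (0.147, on 59 traced cells). Genes are not independent replicates, and no p-value is given. A relation in the same direction in another cell type is consistent with a length bias between the libraries, which may add to small differences. The cilia list median was 0.26 once genes of like length were taken off, so the bias was argued against as its whole source.

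Prom1 was higher in non-traced than in traced ependymal-like cells although both were sorted on its protein, and endothelial RNA was weighed as the source. Leaving out cells with 2 endothelial markers changed the difference by -8.37%, that is, it grew, from 25.8 and 10.2 CPM to 26.8 and 9.86 CPM. The setting moved the markers it selects on (Pecam1 lost 85.9% of its difference and Flt1 58.8%) but hardly the other endothelial genes: the 29 list genes that were higher in non-traced cells lost a median of 6.05%, and none lost as much as 50%. It therefore decides nothing. As a share of the endothelial-like level, the Prom1 difference was 4.67%, above the median of 1.97% for the endothelial list, and 2 of its 30 genes were higher still. Endothelial RNA as the source therefore cannot be told apart from a higher level in the non-traced ependymal-like cells.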
